# Transcriptomic responses of *Serratia liquefaciens* cells grown under simulated Martian conditions of low temperature, low pressure, and CO_2_-enriched anoxic atmosphere

**DOI:** 10.1038/s41598-018-33140-4

**Published:** 2018-10-08

**Authors:** Patricia Fajardo-Cavazos, Michael D. Morrison, Kathleen M. Miller, Andrew C. Schuerger, Wayne L. Nicholson

## Abstract

Results from previous experiments indicated that the Gram-negative α-proteobacterium *Serratia liquefaciens* strain ATCC 27592 was capable of growth under low temperature (0 °C), low pressure (0.7 kPa), and anoxic, CO_2_-dominated atmosphere–conditions intended to simulate the near-subsurface environment of Mars. To probe the response of its transcriptome to this extreme environment, *S. liquefaciens* ATCC 27592 was cultivated under 4 different environmental simulations: 0 °C, 0.7 kPa, CO_2_ atmosphere (Condition A); 0 °C, ~101.3 kPa, CO_2_ atmosphere (Condition B); 0 °C, ~101.3 kPa, ambient N_2_/O_2_ atmosphere (Condition C); and 30 °C, ~101.3 kPa, N_2_/O_2_ atmosphere (Condition D; ambient laboratory conditions). RNA-seq was performed on ribosomal RNA-depleted total RNA isolated from triplicate cultures grown under Conditions A-D and the datasets generated were subjected to transcriptome analyses. The data from Conditions A, B, or C were compared to laboratory Condition D. Significantly differentially expressed transcripts were identified belonging to a number of KEGG pathway categories. Up-regulated genes under all Conditions A, B, and C included those encoding transporters (ABC and PTS transporters); genes involved in translation (ribosomes and their biogenesis, biosynthesis of both tRNAs and aminoacyl-tRNAs); DNA repair and recombination; and non-coding RNAs. Genes down-regulated under all Conditions A, B, and C included: transporters (mostly ABC transporters); flagellar and motility proteins; genes involved in phenylalanine metabolism; transcription factors; and two-component systems. The results are discussed in the context of Mars astrobiology and planetary protection.

## Introduction

A central goal of Astrobiology is to understand the potential for habitability in the universe, including determination of the physical limits at which life can exist and the mechanisms used by living organisms to survive and grow in extreme environments^1,2^. Of particular interest have been investigations of whether Earth life could inhabit the environments of Mars, our closest potentially habitable neighbor. These studies are relevant to two related areas: (i) the potential for transport of life between Earth and Mars by natural impact processes (i.e., lithopanspermia), and (ii) the potential forward contamination of Mars as a consequence of human exploration activities (i.e., planetary protection)^3–7^. Due to their well-known resistance properties and ubiquitous distribution in extreme terrestrial environments, prokaryotes are considered the most likely candidates for interplanetary transfer by natural processes or human spaceflight activities, and much attention has logically focused on highly resistant or extremophilic microbes such as spores of *Bacillus subtilis* or the extremely radiation-resistant *Deinococcus radiodurans*^4,8^. Relatively less attention has been paid to more common environmental or human-associated bacteria which may actually be more likely to find themselves inadvertently transported to the martian surface. It is therefore important to understand the potential for terrestrial microbes not normally considered as extremophiles^9^ to proliferate in the martian environment, especially considering the recent increase of interest in travel to Mars by non-governmental entities not necessarily subject to the planetary protection requirements agreed to by the United Nations and administered by the Committee on Space Research (COSPAR)^10^.

Early studies confirmed that the UV radiation environment was a potent factor limiting the survival of Earth microbes on the martian surface, but that burial of cells at even minimal depths in the regolith provided effective UV shielding^3,11,12^. Subsequent studies testing the ability of various bacteria to grow under increasingly Mars-like laboratory simulations revealed that growth of most of the microbes tested, mostly strains obtained from laboratory collections or spacecraft assembly facilities, was inhibited by low temperature, low pressure, and anoxic, predominantly CO_2_ atmospheres, applied either singly or in pairwise combination^13,14^. Although most bacteria were unable to grow under the conditions applied in these early experiments, recently a small but growing subset of bacterial species have been discovered that can grow under simultaneously applied conditions of low temperature (0 °C), low pressure (0.7 kPa) and atmospheric gas composition (anoxic CO_2_) intended to simulate the physical conditions in the near subsurface of Mars. The origin of these bacteria were mostly Arctic soils or Siberian permafrost, and they were identified by 16S rDNA sequencing as hardy environmental species belonging to the genera *Bacillus, Carnobacterium, Clostridium, Cryobacterium, Exiguobacterium, Paenibacillus, Rhodococcus, Streptomyces*, and *Trichococcus*^15,16^.

Recently a screen of laboratory strains of bacteria for growth under the above “Mars-like” environmental conditions resulted in the identification of several species of the genus *Serratia* able to grow, including the type strain of *S. liquefaciens*, strain ATCC 27592^17^. Although in early publications the interest in *S. liquefaciens* stemmed from its being an opportunistic human pathogen^18–22^, recent reports point towards its physiological versatility allowing it to occupy ecologically diverse environments such as cold raw milk^23^, thawed cryoprecipitate^24^ or pulp mill effluent^25^. Because *Serratia* spp. have also been found on and within spacecraft and their assembly facilities^26,27^, *S. liquefaciens* is considered a potential forward contaminant of Mars-bound missions. The discovery that *S. liquefaciens* is capable of growth under Mars-like environmental conditions naturally leads to the question: what are the cellular and molecular mechanisms responsible? As a first step towards addressing this question, here we investigated how the global transcription profile (i.e., the transcriptome) of this organism responds when cultivated under environmental conditions mimicking those found in the martian near-subsurface. This study represents the first transcriptome profiling of a microorganism exposed to a simulation of the physical conditions prevailing on Mars.

## Results and Discussion

### Characterization of the *S. liquefaciens* transcriptomic response to different physical environments

RNA-seq was utilized to analyze transcriptional changes in *S. liquefaciens* strain ATCC 27592 in response to four environmental conditions of temperature, pressure, and atmospheric gas composition simulating: the physical environment of Mars (Condition A), Earth-ambient laboratory conditions (Condition D), or a mixture of the two environments (Conditions B and C) (Table 1). Total RNA was isolated from cells grown under each condition as described in Materials and Methods, and determination of RNA integrity number (RIN) values (Table 1) demonstrated that all RNA samples were of the high quality required for further processing. RNA-seq analysis was performed on three replicates from each condition, resulting in 12 libraries which were sequenced on an Illumina HiSeq2500 instrument and subjected to the bioinformatic and statistical workflow described in detail in Materials and Methods and summarized in Fig. 1. 

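The 12 libraries came from 3 replicate cultures in each of 4 conditions on tryptic soy agar (TSA) plates. Condition A was 0 °C and 0.7 kPa in anoxic CO2 for 7 days, and Condition B was 0 °C and 101.3 kPa in anoxic CO2 for 23 days. Condition C was 0 °C and 101.3 kPa in N2/O2 for 7 days, and Condition D was 30 °C and 101.3 kPa in N2/O2 for 1 day. The sample labels give the same pressures as 7 mbar for Condition A and 1013 mbar for the other conditions. Each replicate of Condition B was harvested from 8 plates and each replicate of the other conditions from 1 plate. Ribosomal RNA was reduced before library preparation, and the authors trimmed the single-end reads, mapped them to the strain's chromosome with bowtie2 and counted them per gene with HTSeq. They removed transcripts with few counts, normalized with the trimmed mean of M values (TMM), and fitted limma with voom weights and eBayes. The deposited tables used here hold the results of those fits for A vs. B, A vs. D and C vs. D, and for the transcripts past both thresholds in A, B and C vs. D. They list a log2 fold change, a mean log2 CPM, a moderated t, a P value and an adjusted P value for each listed transcript and nothing for the others. The counts of the 12 libraries were not analysed here, because their columns carry no name that ties them to a condition, so the depth of each library and the spread between replicates enter only through the authors' t values. The standard error of each log2 fold change was computed as the log2 fold change divided by t. B vs. D is in hand as a deposited table for 194 transcripts and otherwise as the log2 fold changes and adjusted P values of the paper's Supplemental Table S3. In Supplemental Tables S4, S2, S5 and S1, which also exist as deposited tables, all 493, 429, 184 and 194 transcripts have the same log2 fold change to rounding, and the P columns of these supplements hold the adjusted P. Genome positions are those of the same chromosome sequence in the RefSeq annotation, where genes carry a locus tag and in part a symbol, and product names are those of the authors' tables.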

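The P and adjusted P values of the authors' deposited tables give the number of transcripts that were tested, since a Benjamini-Hochberg value is P times that number divided by the rank. Ranks came out closest to whole numbers with 4978 transcripts tested against Condition D and 4975 tested in A vs. B. Of the ranks that could be computed, 138 of 215 in A vs. D, 43 of 73 in B vs. D, 105 of 212 in C vs. D and 36 of 46 in A vs. B were within 0.02 of a whole number. The mean distance to a whole rank was 0.0934, 0.0903, 0.127 and 0.0567, against 0.197, 0.173, 0.187 and 0.0887 for the next best number, so the number tested is least certain in C vs. D and A vs. B. The other ranks are not whole, which adjusted values carried over from a neighbouring transcript would give. The degrees of freedom at which each t gives its P were 7.89 in A vs. D, 8.53 in B vs. D, 8.25 in C vs. D and 6.83 in A vs. B, of which 4 come from 3 replicates against 3 and the rest from the spread shared across transcripts. These differ between comparisons, as they would if each pair of conditions had its own fit. The smallest log2 fold change listed was 2.00 in size in A vs. D and 2.01 in A vs. B, and the largest adjusted P was 0.00988 in A vs. D and 0.00955 in A vs. B.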

Transcripts were defined as significantly differentially expressed if they exhibited a >4-fold difference with an adjusted *P* value < 0.01.

**Table 1:** Environmental conditions used in this study.

Condition	A	B	C	D
Temperature (°C)	0	0	0	30
Pressure (kPa)	0.7	~101.3	~101.3	~101.3
Gas Composition	CO_2_, anoxic	CO_2_, anoxic	80% N_2_/20% O_2_	80% N_2_/20% O_2_
Incubation time (days)	7	23	7	1
Number of TSA plates harvested per replicate	1	8	1	1
RIN values of replicates	9.6, 8.8, 8.8	9.4, 9.6, 8.9	9.5, 8.8, 9.3	9.0, 9.5, 9.2

**Figure 1:**
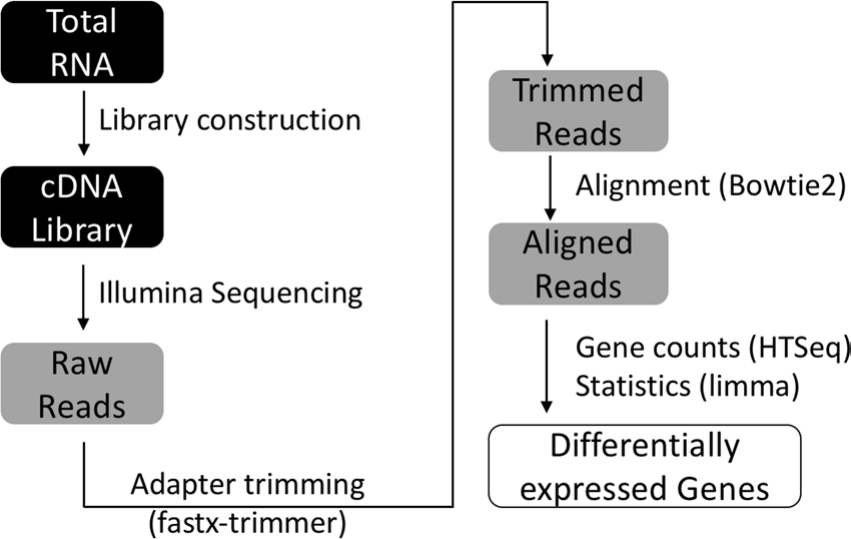
Bioinformatics work flow. Total RNA was isolated, and libraries were constructed and sequenced. Raw reads were filtered for quality and sequence contaminants and aligned to the reference genome of *S. liquefaciens* strain ATCC 27592 to calculate differential expression levels.

### Overview of transcriptome analysis

In order to elucidate differences in gene expression of *S. liquefaciens* under the four conditions tested, each of the datasets obtained from Conditions A, B, or C were subjected to pairwise comparison with dataset D serving as the “Earth-like” control. 

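Among the transcripts in the authors' deposited table of A vs. D, 480 of 493 locus tags match the RefSeq annotation, of which 457 are protein-coding genes, 19 are tRNA genes and 1 is an rRNA gene. The table of C vs. D has 412 of 429 in the annotation, with 388 protein-coding genes, 14 tRNA genes and 4 rRNA genes. Of the paper's 708 transcripts of B vs. D in Supplemental Table S3, 679 match, with 669 protein-coding genes and 5 tRNA genes. The 2 thresholds were applied one after the other, so a listed transcript differs from no change and need not differ from a 4-fold change beyond its error. When the log2 fold changes and standard errors of the authors' deposited tables were tested against a 4-fold change in place of no change, a choice made after the tables were seen, 26 transcripts of A vs. D passed at an adjusted P of 0.01, 13 of them up and 13 down. In C vs. D, 8 passed, 1 up and 7 down. B vs. D could not be tested this way in full, since Table S3 gives no t.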

The comparative analysis identified 493 differentially expressed genes in Condition A (193 up- and 300 down-regulated); 708 genes in condition B (209 up- and 499 down-regulated) and 429 genes in Condition C (153 up- and 276 down-regulated) with respect to the reference Condition D. The results of this analysis are summarized in Table 2 and represented graphically as Venn diagrams (Fig. 2). Inspection of the data revealed that exposure of *S. liquefaciens* to Conditions A, B, or C each produced its own set of transcriptome responses. These sets were partially unique and partially overlapping in any combination examined (Fig. 2). For example, a common set of 34 up-regulated and 156 down-regulated transcripts were found in cells exposed to all three Conditions A, B, and C; on the other hand, exposure to Condition A produced differential expression of 112 genes unique to Condition A (75 up- and 37 down-regulated) (Fig. 2). 

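Counted from the authors' deposited tables and from Table S3, A vs. D and B vs. D share 85 up-regulated and 246 down-regulated transcripts, A vs. D and C vs. D share 67 and 173, and B vs. D and C vs. D share 63 and 214. In B vs. D alone, 95 were up-regulated and 195 down-regulated, and in C vs. D alone 57 and 45. Opposite directions occurred for 7 transcripts up in A vs. D and down in B vs. D, 1 up in A vs. D and down in C vs. D, and 9 down in B vs. D and up in C vs. D. The authors' deposited table of transcripts past the thresholds in all 3 comparisons has 194, of which 190 change in the same direction. The other 4 are up in A and C vs. D and down in B vs. D. Across these 194 transcripts, which are not independent replicates, Pearson's r of the log2 fold changes was 0.897 between A and B, 0.962 between A and C and 0.900 between B and C. All 3 comparisons use the same Condition D libraries and the transcripts were chosen for being past the thresholds in all of them, so these values lie above 0 without a shared response. Simulated unchanged groups against the same controls, with the errors of these transcripts, gave r of 0.489, 0.51 and 0.492, without the choice of transcripts. When partners were exchanged among transcripts with the same directions, which keeps the split into up and down but not the shared controls, r averaged 0.786, 0.842 and 0.802, with at most 0.832, 0.888 and 0.845 in 1000 exchanges. No value without a shared response was computed for both together. Within one direction, where the shared controls also raise r by an amount not computed here, r for up-regulated and down-regulated transcripts was 0.831 and 0.697 between A and B, 0.656 and 0.773 between A and C, and 0.467 and 0.674 between B and C. In 1000 simulations, at most 1 of 194 unchanged transcripts passed 4-fold in all 3 comparisons. These simulations used only the 194 with their own errors and no level of P. They do not give the number of common transcripts to expect among all 4978 tested. The common transcript with the largest change was M495_RS18115, a hypothetical protein at 3866714 to 3867028 on the chromosome. Its log2 fold change in the authors' deposited table was -8.70 in A vs. D (95% confidence interval -9.85 to -7.54), -9.14 in B vs. D (-10.4 to -7.86) and -8.82 in C vs. D (-9.99 to -7.65). The mean log2 CPM of M495_RS18115 is 3.678, 3.44 and 3.625 in these comparisons, so with falls of this size its level in A, B and C is low. The size of the fall is thus less certain than its direction. For M495_RS18110, an outer membrane autotransporter, the deposited table gives -5.87 in A vs. D (standard error 0.437), -5.61 in B vs. D and -5.86 in C vs. D. The common transcripts named here were ranked by the smallest of their 3 changes, so others can have larger changes in single comparisons. Of the up-regulated ones, the deposited table has the YoaH family protein M495_RS13860 at 3.06 in A vs. D, 3.42 in B vs. D and 3.12 in C vs. D.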

An Excel file listing the differential transcripts in common with Conditions A, B, and C vs. D is presented in Supplemental Table S1.

**Table 2:** Number of differentially expressed transcripts in each condition, compared to Condition D.

	A	B	C
Total	493	708	429
Up	193	209	153
Down	300	499	276

**Figure 2:**
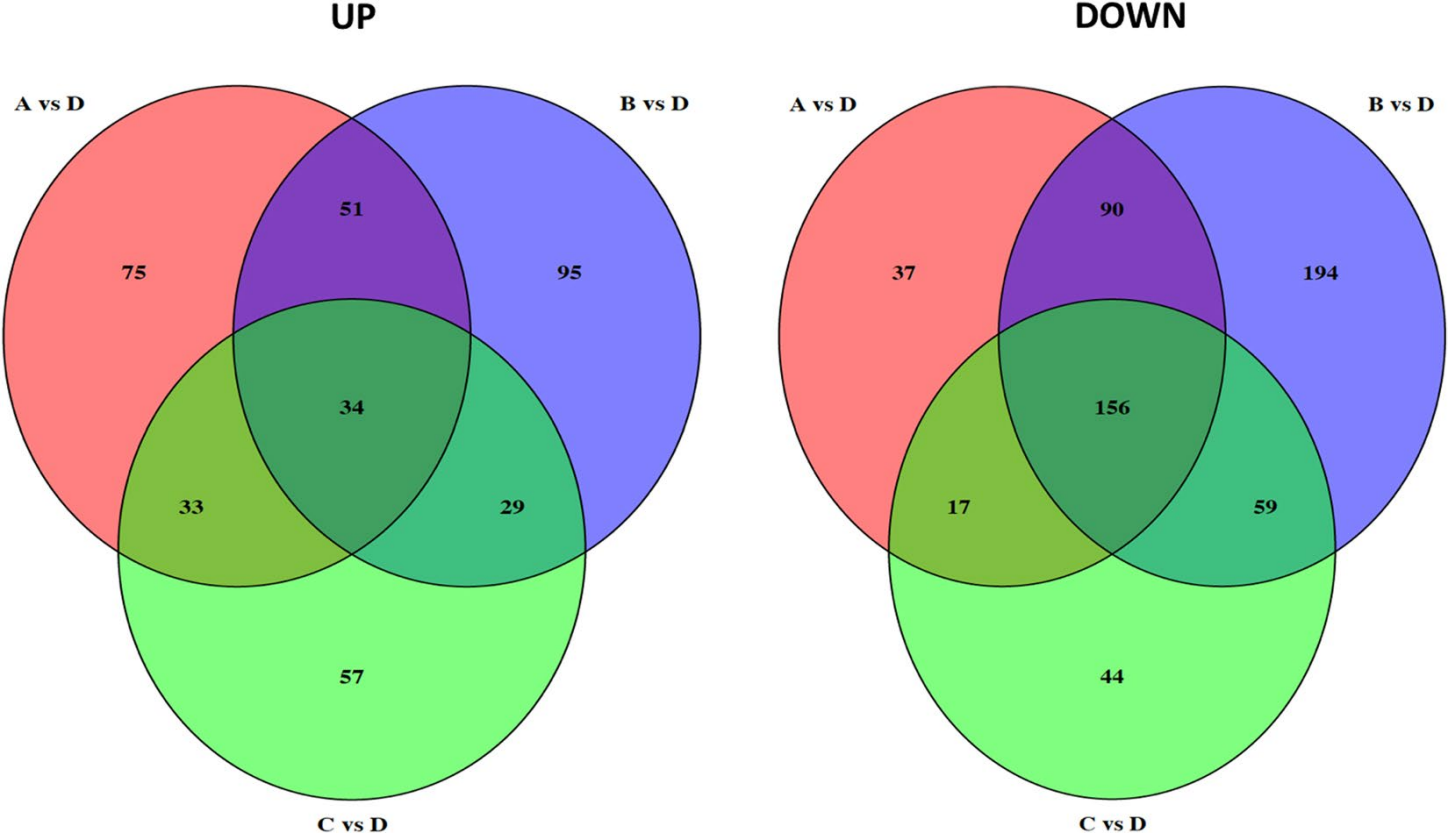
Venn diagram depicting the number of differentially up-regulated genes (left) and down-regulated genes (right) identified from Conditions A, B, and C compared to Condition D. Numbers in overlapping regions denote genes shared between the different comparisons and numbers in non-overlapping regions denote genes unique to each comparison. See Table 1 for description of the conditions.

### Expression differences due to temperature

The transcriptome of *S. liquefaciens* ATCC 27592 consists of 5,003 total genes, of which 4,894 are protein-coding genes^28,29^. 

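Of the 4814 protein-coding genes in the RefSeq annotation, 8.06% are in the authors' deposited table of C vs. D. Its largest increase is that of the citrate/malate transporter M495_RS19040, at 4051717 to 4053072 on the chromosome, with a log2 fold change of 6.11 (standard error 0.314, 95% confidence interval 5.39 to 6.83, adjusted P 0.0001357 from limma). The same transcript in the deposited table of common transcripts is at 3.05 in A vs. D and 3.05 in B vs. D. Next in the deposited table of C vs. D is the tRNA-Met gene M495_RS19475, at 4151985 to 4152061, with 5.13 (standard error 0.525). It lies beside another tRNA-Met gene of 77 bases, M495_RS19470, at 4.53 (standard error 0.569) in the same deposited table. Their sequences were not compared here, and if they are alike, short reads of the 2 genes cannot be told apart. The largest decreases in the deposited table after M495_RS18115 are the phenylacetate-CoA ligase M495_RS15390, at -5.96 (standard error 1.03), and M495_RS15350, a phenylacetic acid degradation protein, at -5.88 (standard error 0.924).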

Comparison of Conditions C vs. D, in which only the temperature of incubation was different (0 °C vs. 30 °C), resulted in significant alteration of transcript levels of a total of 429 genes, or approximately 8.7% of the protein-coding transcriptome, with 153 and 276 transcripts being up- and down-regulated, respectively (Table 2). An Excel file listing the differentially expressed transcripts found in comparison of Condition C vs. D is presented in Supplemental Table S2.

### Expression differences due to temperature and atmospheric composition

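Of the paper's transcripts in Supplemental Table S3, 669 are among the annotated protein-coding genes, 13.9% of them. The largest increase that Table S3 reports is 7.30 for M495_RS07055, a DUF417 domain protein at 1502081 to 1502551, followed by the paper's 6.18 for M495_RS07045, a molybdopterin-binding oxidoreductase, and its 6.08 for the neighbouring M495_RS07050. Their standard errors are not known, since these transcripts are outside the deposited table of common transcripts. Among the decreases, serine 3-dehydrogenase (M495_RS11620, 2473569 to 2475029) is in that authors' deposited table with a log2 fold change of -7.25, and its t gives a standard error of 0.385 and a 95% confidence interval of -8.13 to -6.37. The same deposited table has it at -6.18 in A vs. D (standard error 0.285) and -3.56 in C vs. D (standard error 0.346). The intervals of B and C vs. D do not overlap for this transcript, while both comparisons use the same controls. Table S3 also reports -6.72 for the hypothetical protein M495_RS14385.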

Comparison of Conditions B vs. D, which differed both in temperature (0 °C vs. 30 °C) and atmospheric gas composition (anoxic CO_2_ vs. N_2_/O_2_), revealed differential expression of 708 total transcripts, or ~14.5% of the protein-coding transcriptome, with 209 and 499 transcripts being up- and down-regulated, respectively (Table 2). An Excel file listing the differentially expressed transcripts found in Condition B vs. D is presented in Supplemental Table S3. Clearly, exposure of *S. liquefaciens* to the combined conditions of low temperature and anoxic atmosphere provoked a massive restructuring of its transcriptome to accommodate growth under this new environmental regime.

### Expression differences in simulated Mars conditions

Cultures of *S. liquefaciens* grown under Conditions A vs. D differed by three parameters: the temperature of cultivation (0 °C vs. 30 °C), atmospheric gas composition (anoxic CO_2_ vs. N_2_/O_2_), and pressure (0.7 kPa vs. ~101 kPa); these represent a comparison of simulated Mars conditions vs. Earth (laboratory) conditions. Comparison of Condition A vs. D revealed a total of 493 transcripts altered, ~10.1% of the protein-coding transcriptome, with 193 and 300 transcripts being up- or down-regulated, respectively (Table 2). 

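The authors' deposited table of A vs. D holds 9.49% of the annotated protein-coding genes. Its largest increase is again M495_RS07055, with a log2 fold change of 6.64 (standard error 0.482, 95% confidence interval 5.52 to 7.75, adjusted P 0.0001241 from limma). Next in the deposited table are M495_RS07050, a pentapeptide repeat protein, at 5.91 (standard error 0.492), and lysine decarboxylase CadA (M495_RS19250, 4095495 to 4097636) at 5.55 (standard error 0.279). For CadA, Table S3 reports 4.86 in B vs. D, a difference from A that was not tested. Among the decreases in the deposited table, M495_RS15350 is at -6.60 with a standard error of 1.11 and M495_RS15345, phenylacetate-CoA oxygenase subunit PaaB, at -6.39 with 1.05. These errors are larger than those of the increases, and the mean log2 CPM in the deposited table is also lower, at 2.53 and 1.60 against 6.91, 8.13 and 7.83.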

An Excel file listing the differentially expressed transcripts found in Condition A vs. D is presented in Supplemental Table S4.

We were surprised to find that Condition A (Mars simulation), which we presumed to be the most drastic deviation from Condition D (Earth control), resulted in a less dramatic restructuring of the *S. liquefaciens* transcriptome (10.1%) than was observed with the 0 °C, CO_2_-enriched anoxic atmosphere in Condition B (14.5%), and which was comparable in magnitude to the 0 °C only environment in Condition C (8.7%). It appeared as if the lowered pressure of Condition A was somehow ameliorating the dramatic transcriptomic response seen in Condition B. Similar effects among these conditions have been observed for the growth of *S. liquefaciens* and *Carnobacterium* spp.^14^,^15^ exposed to identical Mars-like conditions as were tested here. 

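The counts behind these percentages depend on the minimum fold change as well as on P. Ranks recovered from the authors' deposited tables give the number of transcripts at a given adjusted P whatever their fold change. At an adjusted P of 0.00965, which is the largest in the common table for B vs. D, 1324 of 4978 transcripts (26.6%) are at or below that level in A vs. D and 1097 (22.0%) in B vs. D. For C vs. D, the nearest lower rank that could be read is 1039 transcripts (20.9%). At an adjusted P of 0.005, the numbers are 979 in A vs. D, 723 in B vs. D and 722 in C vs. D. Without the minimum fold change, A vs. D therefore has more transcripts than B vs. D at both levels, while at the paper's 2 thresholds it has fewer. With the minimum and an adjusted P under 0.001, the numbers are 260 in A vs. D and 259 in B vs. D. The standard errors differ in the same comparison. Over the 194 common transcripts, the median standard error computed from the authors' deposited table was 0.333 in A vs. D, 0.446 in B vs. D and 0.383 in C vs. D, and it was smaller in A than in B for 164 transcripts.

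**Figure D1:**
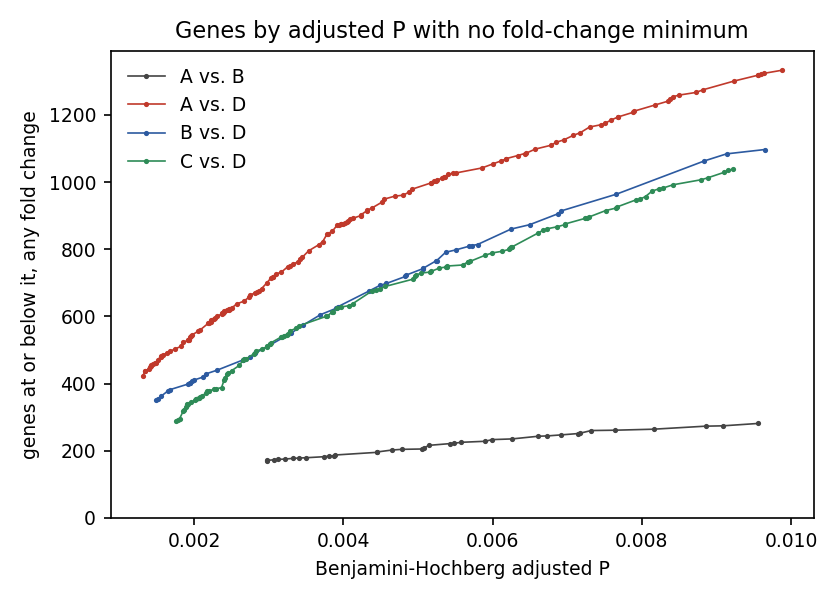
Number of tested transcripts at or below a Benjamini-Hochberg adjusted P (horizontal axis), with no minimum fold change, for the 4 comparisons. Each point is a rank recovered from a listed transcript. The line of A vs. D lies above those of B vs. D and C vs. D, and A vs. B reaches 281.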

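The sizes of the changes can be compared for transcripts listed in both A vs. D and B vs. D. Of 331 transcripts that change in the same direction in the authors' deposited table of A vs. D and in Table S3, 232 (70.1%) have the larger change in B vs. D. Both comparisons share their controls, and transcripts past the thresholds in only 1 of them are outside this count. Since errors were mostly larger in B vs. D, passing P there tends to need a larger change, which can raise the share by an amount not computed here. Among the 190 common transcripts, the change was larger in B than in A for 126, and larger in C than in A for 80. The median size of the log2 fold change over these transcripts in the deposited table was 2.95 in A vs. D, 3.34 in B vs. D and 2.87 in C vs. D. The up-regulated ones had the larger change in B for 32 of 34, with a median of A minus B of -0.34 on the log2 scale. For the 156 down-regulated ones it was larger in B for 94, with a median of A minus B of 0.27. No test across transcripts was made, since transcripts are not replicates. From the lower number of altered transcripts in A than in B, the paper states that the lowered pressure appeared to ameliorate the response seen in Condition B.

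**Figure D2:**
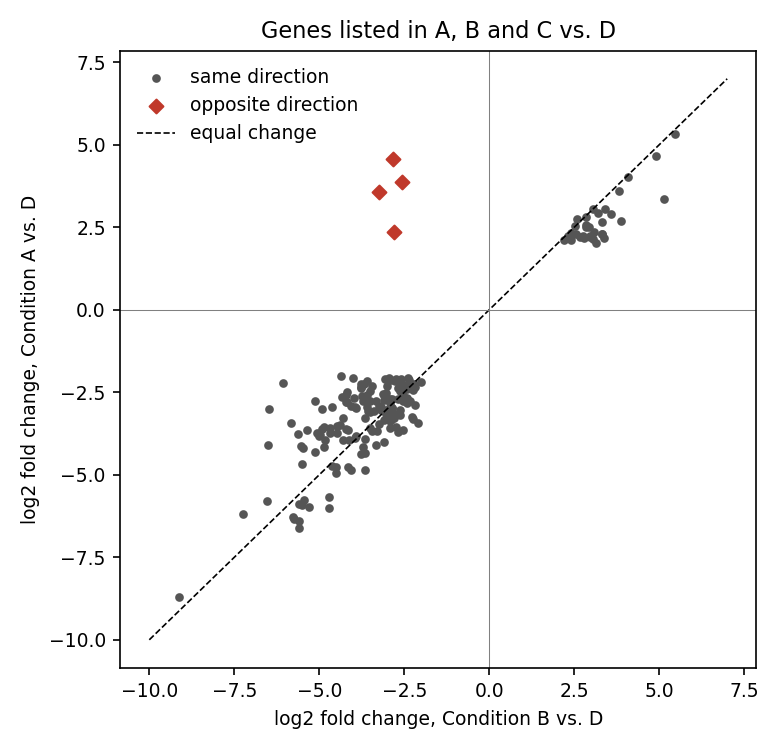
Log2 fold change in Condition A vs. D (vertical axis) against that in Condition B vs. D (horizontal axis) for the 194 transcripts of the authors' deposited table of common transcripts. The dashed line marks an equal change, and the diamonds are the 4 transcripts that are up in A vs. D and down in B vs. D.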

The observation that the low-pressure environment in Condition A seemed to mitigate some of the stresses in *S. liquefaciens* in Condition B prompted us to more closely examine gene expression differences due exclusively to pressure in Conditions A vs. B.

### Expression differences due to pressure alone (A vs. B)

Comparison of the transcriptome data from Condition A (0.7 kPa) vs. B (~101 kPa) revealed significant differential expression of 184 genes, or ~3.8% of the *S. liquefaciens* protein-coding genome, of which 178 were up-regulated and 6 were down-regulated under low pressure (Supplemental Table S5). 

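Each of the 178 transcripts up in A vs. B was looked up in the comparisons with Condition D. Of these, 98 (55.1%) are listed as down in B vs. D, 44 (24.7%) as up in A vs. D, and 7 as both. Another 43 are listed in neither, and 8 of the 98 are also down in A vs. D. None is listed as up in B vs. D. Of the 6 transcripts down in A vs. B, 5 are listed as up in B vs. D. Of the same 178, 21 are listed as up and 32 as down in C vs. D. Log2 fold changes from separate fits add up closely. Over the 15 transcripts listed in A vs. B, B vs. D and A vs. D, A minus B plus B minus D differed from A minus D by a median of 0.0542 and at most 0.0784, against a median standard error of 0.287 in the authors' deposited table of A vs. B. For the 98 transcripts, the value of A minus D computed in this way had a median of -0.14, with 55 between -1 and 1, 16 above 1 and 27 below -1. The annotated protein-coding genes in the table make up 3.59% of those in the genome. With no minimum fold change, 281 of 4975 transcripts were at or below an adjusted P of 0.00955, and 26 transcripts, all up, passed the test against a 4-fold change.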

Examination of the data sets failed to identify specific genes which might be reasoned to facilitate growth at low pressure. Indeed, the analysis revealed that among the most strongly up-regulated genes were those involved in transport and utilization of various sugars (lactose, arabinose, maltose, galactose, or general α-glucosides) or the polyol *m-*inositol. It should be noted that while TSA medium contains glucose at 0.25% final concentration, none of these other sugars are present in the medium. 

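Genes whose product names contain words for these sugars or inositol, for steps of their use such as ribulokinase or inosose dehydratase, or for proteins such as AraC and iolH number 24 among the 178 transcripts up in A vs. B, including 4 of the 10 largest and 15 of the 50 largest changes. The largest in the authors' deposited table of A vs. B is M495_RS15490 (melA), an alpha-glucosidase/alpha-galactosidase at 3282168 to 3283475 on the chromosome, with a log2 fold change of 7.48 (standard error 0.235, 95% confidence interval 6.93 to 8.04, adjusted P 4.07e-05 from limma). Beside it, the lactose/proton symporter LacY (M495_RS15485) is at 6.83 (standard error 0.338) in the deposited table, and the hypothetical protein M495_RS15480 at 6.48 (standard error 0.300). The galactose ABC transporter genes mglB, mglA and mglC (M495_RS07270, M495_RS07275 and M495_RS07280) are at 5.15, 5.18 and 4.30 in the deposited table, with standard errors of 0.255, 0.313 and 0.209. The inositol genes M495_RS23030, M495_RS23035 (iolD), M495_RS23020 (iolE) and M495_RS06630 are at 5.33, 4.45, 4.37 and 4.36 in the deposited table. For LamB (M495_RS22070) and MalM (M495_RS22065) of the maltose system, the deposited table has 4.77 and 4.32, and for MalE, MalF and MalG 3.21, 2.78 and 2.43. The arabinose transporter genes M495_RS10975 and M495_RS10980 are lowest of the named genes apart from MalF and MalG, at 3.09 and 3.21 in the deposited table with standard errors of 0.398 and 0.385. Of the 24, 12 are also listed as up in A vs. D, 14 as up in C vs. D and 12 as down in B vs. D.

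**Figure D3:**
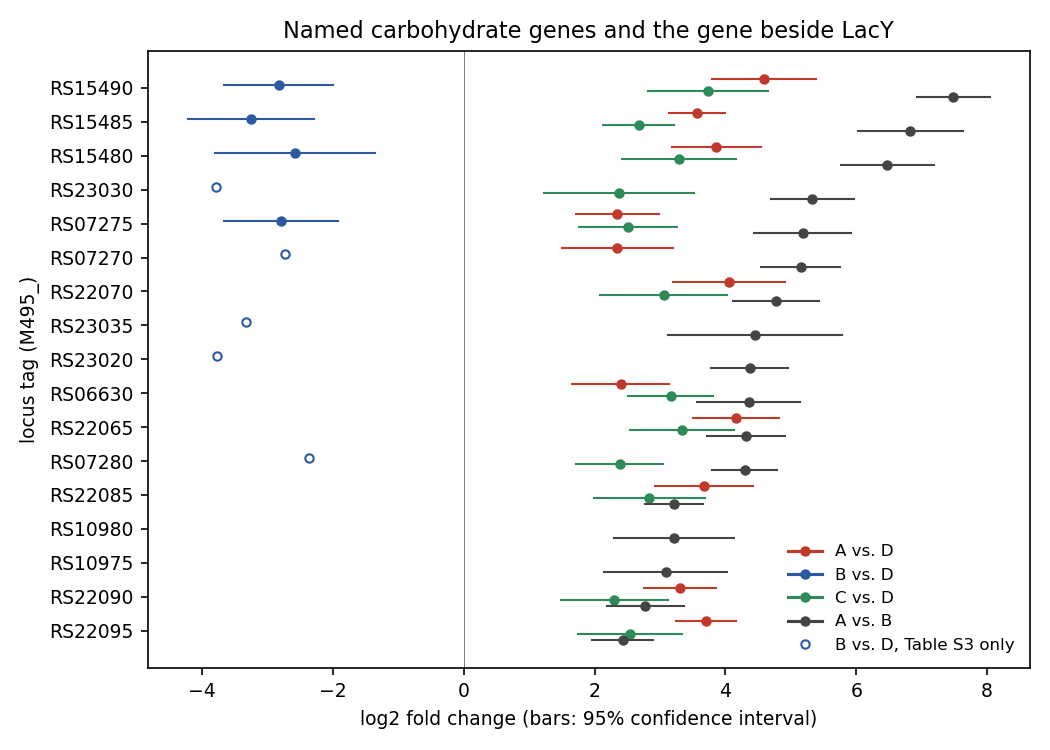
Log2 fold changes (horizontal axis, with 95% confidence intervals from the authors' t and degrees of freedom) of the carbohydrate genes that the paper's tables name and of M495_RS15480, in each comparison that lists them. Open circles are values of Table S3, which has no interval. For M495_RS15490, A vs. D lies at 4.58, C vs. D at 3.73 and B vs. D at -2.83.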

Of all the environmental parameters tested in our experiments, only low pressure is not encountered in nature on Earth, suggesting that up-regulation of this plethora of carbohydrate utilization systems at 0.7 kPa is likely maladaptive in *S. liquefaciens*. This may partly explain why *S. liquefaciens* grew so slowly and to such a low cell density when cultivated under Condition A (Table 1). 

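The 6 transcripts down in A vs. B include 3 whose product names contain transport of sulfate, thiosulfate or cystine, and they are the 3 with the largest decrease. In the authors' deposited table, the thiosulfate transporter subunit M495_RS17465 (3723420 to 3724442) has a log2 fold change of -3.91 (standard error 0.441, 95% confidence interval -4.96 to -2.86, adjusted P 0.002074 from limma). The L-cystine transporter M495_RS10160 (2171875 to 2173266) is at -3.25 (standard error 0.287) in the deposited table, and the sulfate transporter subunit M495_RS23670 (5087582 to 5088571) at -2.47 (standard error 0.375, adjusted P 0.006917). Table S3 reports the same transcripts as up in B vs. D, at 3.24, 3.99 and 2.26, and none of them is listed in A vs. D. M495_RS10160 is also up in C vs. D, at 2.01 in the authors' deposited table (standard error 0.264).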

Examination of the down-regulated genes showed that the most strongly affected were involved in transport of sulfate or the sulfur-containing amino acid cystine (Supplemental Table S5). Again, the possible relevance of the lowered expression of these genes to growth at low pressure would be speculative at best.

### Principal component analysis

Because the datasets generated from our RNA-seq experiments consisted of hundreds of genes, we turned to Principal Component Analysis (PCA) to assist us in assessing (i) the reproducibility of the replicates within a Condition, and (ii) whether different treatments result in different groupings. PCA was performed on the 12 datasets, and 4 distinct population clusters were identified which coincided with the 4 environmental conditions tested (Fig. 3). In the PCA, the first and second principal components explained 37% and 24% of the variance, respectively. In each population cluster, the three replicate samples grouped rather tightly, indicating good agreement among replicates for each condition. From inspection of the PCA plot it could be seen that Conditions A, B, and C differed markedly from Condition D, the laboratory control. However, Conditions A and B, which differed in pressure (0.7 kPa vs. ~101 kPa, respectively) clustered rather close to one another, indicating a relatively low degree of gene expression difference (Fig. 3).

**Figure 3:**
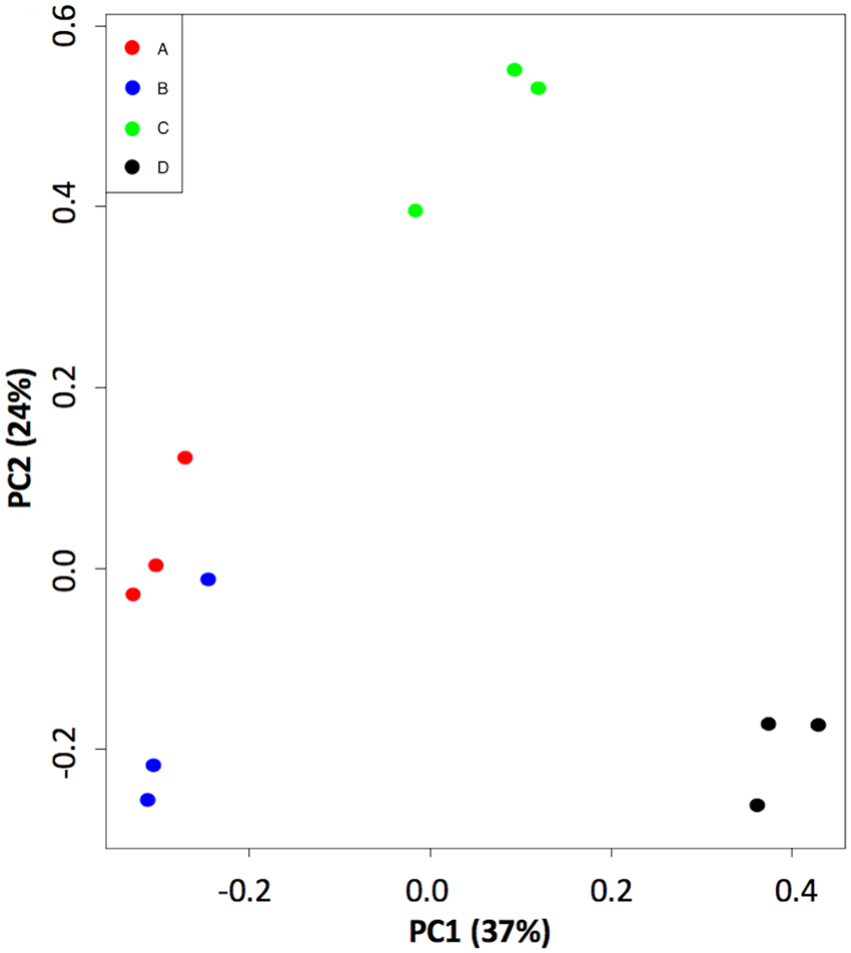
PCA plot of the data. Depicted are triplicate samples from Condition (**A**) (red) (**B**) (blue), (**C**) (green), and (**D**) (black). See Table 1 for description of the conditions.

### Assignment of KEGG categories

Genes whose transcripts were identified as significantly up- or down-regulated were further categorized and assigned to pathways as defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG)^30^. Up- and down-regulated transcripts are presented in Figs 4 and 5 respectively. Visual inspection of the data revealed that genes up-regulated under all Conditions A, B, and C included: transporters (ABC and PTS transporters); genes involved in translation (ribosomes and their biogenesis, biosynthesis of both tRNAs and aminoacyl-tRNAs); DNA repair and recombination; and non-coding RNAs (Fig. 4). 

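KEGG assignments were not used here, and genes were grouped by the words of their product names in the authors' deposited tables and Table S3, or by RNA type in the annotation. The 34 common up-regulated transcripts include 4 genes of DNA repair and recombination, 2 tRNA genes, 1 gene of ribosome biogenesis, 1 aminoacyl-tRNA ligase and no ABC transporter, PTS transporter or ribosomal protein gene. In A, B and C vs. D separately, 16, 8 and 9 ABC transporter genes are up. The corresponding numbers are 10, 2 and 0 for PTS transporters, 0, 4 and 13 for ribosomal proteins, 1, 8 and 3 for ribosome biogenesis, 1, 3 and 1 for aminoacyl-tRNA ligases and 4, 6 and 6 for DNA repair and recombination. Among the 86 annotated tRNA genes, 19 are up in A vs. D (Fisher's exact test over 4987 annotated genes, adjusted P 3.99e-09 over 14 tests), 4 in B vs. D (adjusted P 0.84, exact) and 14 in C vs. D (adjusted P 8.14e-07, exact). The test takes the tRNA genes as independent. Neighbours among them were not counted and their sequences were not compared, so the P values for A and C vs. D may be too small. For the groups named by product, no test was made, since unlisted transcripts have no product name here. In the authors' deposited table of common transcripts, DNA gyrase subunit A (M495_RS16425) is at 2.52 in A vs. D, 2.85 in B vs. D and 2.44 in C vs. D, with standard errors of 0.276, 0.443 and 0.326. The tRNA/rRNA methyltransferase M495_RS19115 is at 2.94, 3.20 and 3.19 in the deposited table, and the glycine-tRNA ligase subunit alpha M495_RS00170 at 2.30, 2.56 and 2.24. The tRNA-Met gene M495_RS19475, whose sequence was not compared with that of the adjacent tRNA-Met gene, is at 5.33 in A vs. D and 5.47 in B vs. D in the deposited table, with standard errors of 0.606 and 0.960.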

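By the words of their product names, the 156 common down-regulated transcripts include 12 transcription factors, 11 genes of phenylalanine metabolism, 9 ABC transporters, 5 flagellar or motility genes and 1 gene of a two-component system. In A, B and C vs. D separately, 26, 41 and 16 ABC transporter genes are down. Those numbers are 6, 8 and 13 for flagellar and motility genes, 13, 14 and 11 for phenylalanine metabolism and 20, 37 and 21 for transcription factors. Two-component systems have 2, 3 and 2 down and 2, 2 and 2 up, so decreases outnumber increases in B vs. D only. Up-regulated genes number 2, 3 and 0 among flagellar and motility genes, 9, 9 and 4 among transcription factors and 0 in each comparison for phenylalanine metabolism. In the authors' deposited table of common transcripts, flagellin (M495_RS14825) has log2 fold changes of -3.83 in A vs. D, -5.00 in B vs. D and -5.15 in C vs. D, with standard errors of 0.284, 0.651 and 0.370. The chemotaxis protein M495_RS00230 is at -3.74, -4.49 and -5.25 in the deposited table, with standard errors of 0.290, 0.354 and 0.345. Phenylacetate-CoA ligase (M495_RS15390) is at -6.27 in A vs. D and -5.76 in B vs. D in the deposited table, with standard errors of 1.16 and 0.933. The phosphonate transporter permease M495_RS06465 is at -4.76, -4.49 and -4.66 in the deposited table. A frameshifted histidine kinase (M495_RS25065) is at -4.13, -5.55 and -5.40 in the deposited table, and the helix-turn-helix regulator M495_RS02420 at -4.30, -5.11 and -3.40.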

Genes down-regulated under all Conditions A, B, and C included: transporters (mostly ABC transporters); flagellar and motility proteins; genes involved in phenylalanine metabolism; transcription factors; and two-component systems (Fig. 5). Visual examination of the KEGG pathway data failed to identify specific functions that might be postulated to be responsible for the ability of *S. liquefaciens* to grow, or not, under a particular Condition.

**Figure 4:**
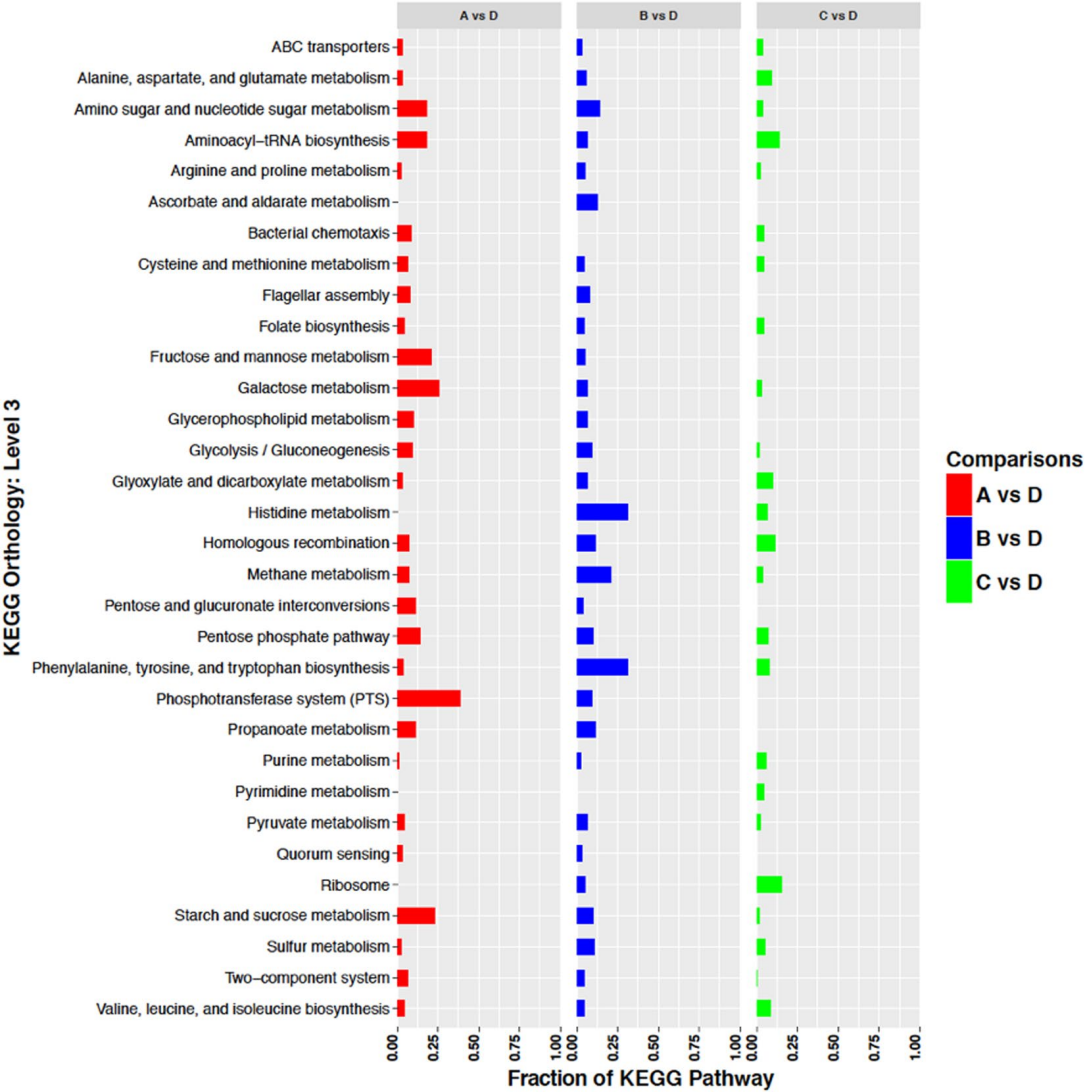
Up-regulated genes sorted by KEGG orthology. The number of genes of a particular KEGG pathway are depicted as a fraction of the total number of genes classified in that pathway in the genome of *S. liquefaciens*. See Table 1 for description of the conditions.

**Figure 5:**
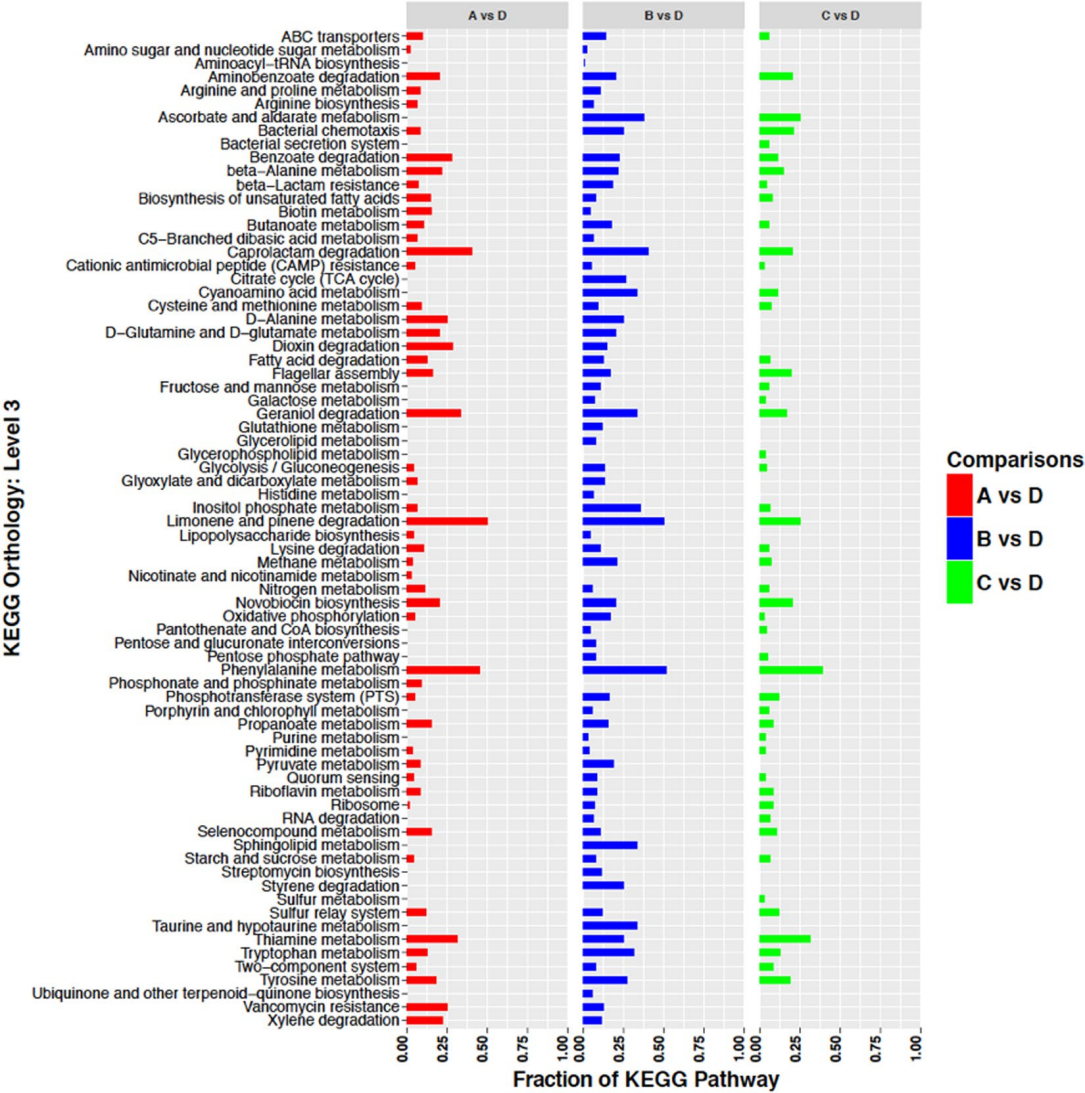
Down-regulated genes sorted by KEGG orthology. The number of genes of a particular KEGG pathway are depicted as a fraction of the total number of genes classified in that pathway in the genome of *S. liquefaciens*. See Table 1 for description of the conditions.

### Adaptation of microbes to pressure changes

Of the environmental conditions used in this study, low temperature and anaerobic atmosphere can be found on Earth; only low pressure is a parameter unique to Mars, and the present study is the first to measure the transcriptomic response of a bacterium to low pressure comparable to that prevailing at the martian surface (0.7 kPa). To date, only one prior study has been published in which the transcriptomic response of a microorganism to low pressure exposure has been measured, that of the Gram-positive bacterium *Bacillus subtilis* grown at 5 kPa and 27 °C in Earth-normal 80% nitrogen/20% oxygen atmosphere^31^. In that study, exposure to low pressure led to up-regulation of transcripts from several global regulons (AbrB, CcpA, CodY, Fur, IolR, ResD, Rok, SigH, and Spo0A). Notably, the highest number of up-regulated genes, 86, belonged to the SigB-mediated General Stress Response (GSR) regulon^31^. In Gram-negative bacteria, the GSR is controlled by RNA polymerase containing the sigma factor RpoS^32^. In the present study, we did not observe significant up-regulation of expression of *rpoS* or RpoS-dependent GSR genes by *S. liquefaciens* exposed to simulated Mars conditions.

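The gene rpoS (M495_RS03465) is listed in none of the comparisons, so its change was under 4-fold or its adjusted P was not under 0.01 in each of them, and its value is not known here. A list of 22 symbols of RpoS-dependent genes was written before the deposited tables were opened and after the paper's supplemental tables had been seen, and 14 annotated genes carry one of them. In A vs. D, none of the 14 is listed as up or down. With 3 genes added by product name, 1 of 17 is listed as down in A vs. D and none as up. In A vs. B, 5 of the 14 are up (Fisher's exact test over 4987 annotated genes, adjusted P 0.000541 over 8 tests) and 7 of the 17. In the authors' deposited table of A vs. B, osmE (M495_RS16355) has a log2 fold change of 4.14 (standard error 0.239), CsbD (M495_RS22015) 3.21 (0.234), elaB (M495_RS16540) 3.01 (0.298) and osmB (M495_RS12965) 2.70 (0.192). Lower in the deposited table are wrbA (M495_RS08320) at 2.65 (standard error 0.277), uspB (M495_RS23190) at 2.08 (0.249) and entericidin B (M495_RS01375) at 2.01 (0.308). All 7 are down in B vs. D in the paper's Table S3, which reports -4.56 for osmE and -2.05 for wrbA. The value of A minus D from the authors' deposited table of A vs. B and the paper's B vs. D lies between -1.36 and 0.60 for the 7, with a median of -0.42.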

On the other end of the pressure spectrum, recent studies have reported the global transcriptional responses of piezophilic microorganisms to changes in pressure^33–35^. The closely related piezophiles *Desulfovibrio hydrothermalis* and *D. piezophilus* each grow at an optimum pressure of 10 MPa. Growth of the organisms at 0.1, 10, and 26 MPa resulted in alterations in expression of genes involved in lactate oxidation, energy metabolism, and amino acid biosynthesis^33,35^, but very few homologous genes were found to be differentially expressed in both organisms. Likewise, a study comparing the transcriptomic response of two closely related species, *Thermococcus barophilus* and *T. kodakarensis*, to changes in hydrostatic pressure failed to identify transcriptional responses in common^34^.

The previous studies cited, as well as the present study, were conducted with the intent of searching for new insights into the molecular mechanisms responsible for microbial adaptation to alterations in their pressure environment. In all cases, the sets of genes observed to be altered by pressure appeared to be organism-specific; no shared “pressure-responsive” genes or pathways have been discovered in the studies cited above. This finding parallels numerous studies which have tested explicitly for effects on the transcriptome of 2 or more environmental stressors acting simultaneously. Such studies have uncovered complex effects on gene expression that would not have been predicted from single stressor treatments. Furthermore, exposure to extreme environments can provoke maladaptive responses^36^. Because *S. liquefaciens*, like all other Earth organisms, has never been exposed to a low pressure of 0.7 kPa during its entire evolutionary history, it is not surprising that exposure to low pressure (Condition A vs. B), resulted in the up-regulation of a number of genes for utilization of carbohydrates not present in the medium, suggesting a maladaptive response to low pressure. What was surprising was that growth of *S. liquefaciens* at low pressure was not the result of a major rearrangement in its transcriptome, as visualized by the PCA plot (Fig. 3). This observation highlights the point that multiple interacting variables affect the transcriptome in ways that are neither intuitive nor predictable.

### Relevance to the potential growth of *S. liquefaciens* on Mars

The Martian surface is bathed in numerous biocidal factors among which UV irradiation, low water activity, low pressure, low temperature, and oxidizing conditions predominate^5,17^. Despite these harsh conditions, a few studies have demonstrated that as many as 31 bacterial species, including *S. liquefaciens*, are capable of active metabolism and growth under 0.7 kPa, 0 °C, and CO_2_-enriched anoxic conditions if cells are incubated in stable UV-protected, hydrated, and nutrient-rich environments^15–17^. The current study is the first to characterize up- and down-regulated transcripts at 0.7 kPa in a bacterium that may be plausibly transported to Mars (*Serratia* spp. have been recovered from spacecraft surfaces prior to launch^26,27^); thus our results begin to reveal how at least one terrestrial hypobarophile might be able to grow on Mars. The key for its success will be whether relevant metabolic pathways can remain active under 0.7 kPa, 0 °C, and CO_2_-dominated anoxic atmosphere, and whether cells can be dispersed into hydrated niches containing usable nutrients.

Although organic compounds have been directly detected^37^ or inferred^38^ in Martian regolith, the exact composition of the *in situ* organics remains unsolved because of the degradation of the organics by perchlorate salts during thermal pyrolysis of surface fines^38,39^. However, it is now accepted that *in situ* organics persist in the shallow subsurface on Mars. Furthermore, approx. 2.4 × 10^5^ kg of meteoritic carbon is accreted annually to Mars in the form of small carbonaceous chondrites and interplanetary dust particles (IDPs)^40^. The composition of carbonaceous chondrites^41^ and IDPs^42^ have been extensively studied, and a comparison between accreted organics to Mars and the up-regulated pathways for *S. liquefaciens* described here for 0.7 kPa Mars simulations suggest that at least some common metabolic pathways may remain active on the surface of Mars in which accreted organics might be accessible. For example, KEGG analyses indicated that several amino acid, purine, and sugar carbohydrate pathways were up-regulated at 0.7 kPa (Fig. 4), suggesting that these metabolic pathways might remain active on Mars, and that cells of *S. liquefaciens* might be able to utilize similar classes of organics (i.e., aldehydes, amino acids, ketones, and purines) found in IDPs and carbonaceous chondrites^41–43^. 

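Among the 193 transcripts up in the authors' deposited table of A vs. D, product names with words for purine metabolism occur in 2, ppnP (M495_RS04365), a pyrimidine/purine nucleoside phosphorylase, and the tRNA-specific adenosine deaminase tadA (M495_RS18445), both named after their values were seen. The second is at 2.12 in A vs. D (standard error 0.276), 2.19 in B vs. D and 2.49 in C vs. D in the deposited table. In B vs. D and C vs. D, 6 and 8 transcripts up have such words, none of them except tadA up in A vs. D. They include the purine synthesis genes purF and purM, up in both, and purT and purN, up in C vs. D, also named after their values were seen. Methyltransferases of rRNA or tRNA with guanine in the name are counted as well. Transcripts down with words for purine metabolism number 0, 2 and 2 in A, B and C vs. D. Enzymes of amino acid metabolism, matched by words, have 5, 7 and 2 down in A, B and C vs. D. Increases among them number 8 of the 193, against 7 in B vs. D and 5 in C vs. D. The largest of these increases common to the 3 comparisons are phosphoserine phosphatase (M495_RS02665), at 2.20, 2.66 and 2.85 in the deposited table with standard errors of 0.221, 0.335 and 0.250, and arginine decarboxylase (M495_RS20320), at 2.18, 2.80 and 2.66. Genes with words for the sugars number 17 of the 193, with a median of 3.19 over the 18 listed, 1 of them down, in the deposited table. In C vs. D, 15 such genes are up and 2 down, and in B vs. D 1 is up and 14 are down. Of the 17 up in A vs. D, 9 are also up in C vs. D. Fig. 4 shows the pathways from which the paper proposes that these metabolic pathways might remain active on Mars.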

Our results are consistent with the hypothesis that some terrestrial bacteria are capable of metabolism and growth in stable UV-protected and hydrated niches on Mars, and that accreted or *in situ* organics may provide the required nutrients for heterotrophic metabolism. However, more research is required to examine the malleability of the transcriptome of *S. liquefaciens* and other hypobarophiles to fluctuating conditions on the Martian surface.

Finally, the habitability of any martian landing site will be a key consideration for future robotic and crewed spacecraft in which either life-detection experiments will be conducted or human exploration traverses completed. If: (i) hypobarophilic microorganisms are present on spacecraft or payload surfaces prior to launch; (ii) landing sites are near terrains that might harbor an extant Mars microbiota or support the growth of terrestrial microbes (i.e., defined as Special Regions^5^); and (iii) metabolic pathways remain active at 0.7 kPa that can utilize *in situ* or accreted organics on Mars, then the risk of the forward contamination of such sites will remain high.

## Materials and Methods

### Bacterial strain and medium

The bacterial strain used in this study was *Serratia liquefaciens* strain ATCC 27592 obtained from the American Type Culture Collection, Manassas, VA USA. Its complete genome sequence has been determined^28^ and is deposited in the National Center for Biotechnology Information (NCBI) GenBank database under accession number CP006252.1. Medium used throughout was Tryptic Soy Agar (TSA) (BD Difco, Franklin Lakes, NJ USA).

### Growth conditions

The experimental conditions used are described in Table 1. In brief, simulated Mars conditions (Condition A) were chosen based on the near-ubiquitous extent of low pressure between 0.7 and 1.0 kPa at the surface^44,45^, the nominal CO_2_-dominated (96%) atmosphere^46^, and the requirement to maintain a stable liquid environment near the triple-point of water at 0 °C and 0.7 kPa^47^. The control conditions B, C, and D were chosen in order to discriminate the effects of pressure, gas composition, and temperature, respectively, compared to the Martian conditions tested. Although numerous other environmental and geochemical conditions might be present at the surface of Mars (e.g., diel temperature swings, low water activity, UV irradiation, high salt or perchlorate concentrations, oligotrophic nutrient regimes in the regolith) the first-order Mars simulations used here were chosen to create a stable hydrated and nutrient-rich environment in order to characterize transcriptomic changes in *S. liquefaciens* under a core set of three common environmental conditions on the Martian surface. The simulated Martian conditions used are consistent with models that suggests stable liquid water may occur on present-day Mars^47,48^.

Cultures were prepared in triplicate. For each replicate at each growth condition, the number of TSA plates indicated in Table 1 was inoculated with cells from a freshly-prepared culture grown overnight in a laboratory incubator at 30 °C. Cultures were incubated in a desiccator/low-pressure control system as described previously^16,17^. Briefly, TSA plates seeded with *S. liquefaciens* cells were placed into a 4-L polycarbonate desiccator (model 08-642-7, Fisher Scientific, Pittsburg, PA, USA), surrounded by four anaerobic pouches (Remel Anaerobic Pack sachets, Fisher Scientific), the desiccator top attached to the desiccator body, and the lab atmosphere flushed with filter-sterilized, ultra-high purity CO_2_ gas for 3–4 min, resulting in an atmosphere of essentially 100% CO_2_. The desiccator was sealed, connected to an externally mounted pump and low-pressure control system (model PU-842, KNF Neuberger, Trenton, NJ, USA), and placed within a microbial incubator set at 0 °C.

The equilibration process to stabilize the cultures at low-pressure conditions without boiling the media required approximately 60 min. The desiccators were pumped down to 10, 5, 2.5, and 0.7 kPa sequentially for approx. 15 min per time-step. The cumulative 60-min equilibration time allowed the cultures to outgas laboratory air or dissolved CO_2_ while also simultaneously cooling the media slowly to 0 °C. At 7-day intervals, the desiccators were vented to lab air and exhausted anaerobic pouches were replaced with fresh ones. Anaerobic pouches similar to those described above have been shown to remove O_2_ to a concentration of ≤0.1% within 1 h in small closed containers^49^; this concentration closely matches the concentration of O_2_ in the martian atmosphere (0.145%)^46^.

After incubation, cells were removed from agar surfaces by rubbing with a sterile glass rod and suspended in sterile, ice-cold PBS buffer^50^. Cell suspensions were immediately centrifuged (7,000 × g, 0 °C, 20 min) and the cell pellets stored at −70 °C until use.

### Isolation of total RNA

Total RNA was extracted from cell pellets and treated with RNase-free DNase I using the RiboPure^TM^ RNA Purification Kit (Thermo Fisher Scientific, Waltham, MA) following the manufacture’s protocol. Total RNA content in samples was determined using a Qubit fluorometer (Invitrogen, Thermo Fisher Scientific Inc, Waltham, MA). Sample quality was measured using the RNA 6000 Nano Chip and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The RNA Integrity Number (RIN)^51^ values of the samples are presented in Table 1.

### RNA-seq and data analysis

RNA samples were shipped on dry ice to the Hudson Alpha Institute for Biotechnology, (Huntsville, AL) where they were subjected to ribosomal RNA reduction, library preparation, and multiplex 50-nucleotide single-end sequencing on an Illumina HiSeq2500 instrument. The raw Illumina sequences were imported into the University of Florida’s High Performance Research Computer HiPerGator 2 platform as.fastq files for further processing. Low-quality base calls were trimmed from the sequences using fastx-trimmer version 0.0.14 with a quality threshold of 33. Trimmed reads were mapped to the *S. liquefaciens* strain ATCC 27592 genome (NCBI RefSeq NC_021741.1)^28^ using bowtie2 version 2.3.2^52^, and the aligned sequence files were imported into HTSeq version 0.6.1^53^ for read counting. All differential expression analyses were performed in R version 3.4.2 using the package *limma*^54–56^. Per *limma* recommendation, transcripts with less than 10 total counts across all samples were removed. Gene counts were normalized using the trimmed mean of M values (TMM) method, and the normalized counts were transformed using the built-in voom method. The log_2_-fold change values for each transcript were determined using *limma*’s default eBayes method and the *P* values were adjusted for multiple testing using the Benjamini-Hochberg method^57^. Genes were considered to be differentially expressed if they exhibited at least a 4-fold (i.e., a log_2_ value >2) difference in transcript levels between conditions with a Benjamini-Hochberg adjusted *P* value less than 0.01. Principal Component Analysis (PCA) was performed on the normalized gene counts using the built-in R package *stats*, and the loading scores for the first two principal components were plotted in R. The processed read data are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under accession number GSE120390.

Functional enrichment analysis was performed using BLAST2GO version 4.1.9^58^. FASTA sequences for differentially expressed genes were retrieved from the PATRIC database^59^ using the KEGG locus tags associated with each gene. A BlastX-fast program was run for all FASTA sequences against the non-redundant database with an α-proteobacterial (taxa: 28211, Alphaproteobacteria) filter. Default mapping and annotation parameters were used, and Blast expectation values were set at a threshold of 1.0E-3. Annotation configurations were run with the default parameters and successfully annotated hits were mapped to Gene Ontology (GO) terms and pathways in the KEGG database^30,60,61^.

## Electronic supplementary material

S1

S2

S3

S4

S5

## References

[1] Chyba, C. F. & Hand, K. P. In *Annu. Rev. Astron. Astrophys*. Vol. 43 31–74. (Annual Reviews, 2005).

[2] Cockell CS (2016). Habitability: A Review. Astrobiology.

[3] Fajardo-Cavazos P, Schuerger AC, Nicholson WL (2007). Testing interplanetary transfer of bacteria between Earth and Mars as a result of natural impact phenomena and human spaceflight activities. Acta Astronaut..

[4] Nicholson WL, Munakata N, Horneck G, Melosh HJ, Setlow P (2000). Resistance of *Bacillus* endospores to extreme terrestrial and extraterrestrial environments. Microbiol. Mol. Biol. Rev..

[5] Rummel JD (2014). A new analysis of Mars “Special Regions”: findings of the second MEPAG Special Regions Science Analysis Group (SR-SAG2). Astrobiology.

[6] Nicholson WL (2009). Ancient micronauts: interplanetary transport of microbes by cosmic impacts. Trends Microbiol..

[7] Nicholson WL, Schuerger AC, Race MS (2009). Migrating microbes and planetary protection. Trends Microbiol..

[8] Munteanu A, Uivarosi V, Andries A (2015). Recent progress in understanding the molecular mechanisms of radioresistance in *Deinococcus* bacteria. Extremophiles.

[9] Horikoshi, K. *et al*. *Extremophiles Handbook*. 608 pp. (Springer, 2011).

[10] Meltzer, M. *When Biospheres Collide: A History of NASA’s Planetary Protection Programs*. 521 pp. (NASA, Washington DC, 2011).

[11] Nicholson WL, Schuerger AC, Setlow P (2005). The solar UV environment and bacterial spore UV resistance: considerations for Earth-to-Mars transport by natural processes and human spaceflight. Mutat. Res..

[12] Moores JE, Smith PH, Tanner R, Schuerger AC, Venkateswaran KJ (2007). The shielding effect of small-scale martian surface geometry on ultraviolet flux. Icarus.

[13] Schuerger AC, Nicholson WL (2006). Interactive effects of hypobaria, low temperature, and CO_2_ atmospheres inhibit the growth of mesophilic *Bacillus* spp. under simulated martian conditions. Icarus.

[14] Berry BJ, Jenkins DG, Schuerger AC (2010). Effects of simulated Mars conditions on the survival and growth of *Escherichia coli* and *Serratia liquefaciens*. Appl Environ Microbiol.

[15] Nicholson WL, Krivushin K, Gilichinsky D, Schuerger AC (2013). Growth of *Carnobacterium* spp. from permafrost under low pressure, temperature, and anoxic atmosphere has implications for Earth microbes on Mars. Proc Natl Acad Sci USA.

[16] Schuerger AC, Nicholson WL (2016). Twenty species of hypobarophilic bacteria recovered from diverse soils exhibit growth under simulated martian conditions at 0.7 kPa. Astrobiology.

[17] Schuerger AC, Ulrich R, Berry BJ, Nicholson WL (2013). Growth of *Serratia liquefaciens* under 7 mbar, 0 °C, and CO_2_-enriched anoxic atmospheres. Astrobiology.

[18] Grohskopf LA (2001). *Serratia liquefaciens* bloodstream infections from contamination of epoetin alfa at a hemodialysis center. N Engl J Med.

[19] Engelhart S (2003). Severe *Serratia liquefaciens* sepsis following vitamin C infusion treatment by a naturopathic practitioner. J Clin Microbiol.

[20] Mossad SB (2000). The world’s first case of *Serratia liquefaciens* intravascular catheter-related suppurative thrombophlebitis and native valve endocarditis. Clin Microbiol Infect.

[21] Pinna A, Usai D, Sechi LA, Carta A, Zanetti S (2011). Detection of virulence factors in *Serratia* strains isolated from contact lens-associated corneal ulcers. Acta Ophthalmol.

[22] Roth VR (2000). Transfusion-related sepsis due to *Serratia liquefaciens* in the United States. Transfusion.

[23] Machado SG (2015). *Pseudomonas* spp. and *Serratia liquefaciens* as predominant spoilers in cold raw milk. J Food Sci.

[24] Ramirez-Arcos S, Jenkins C, Sheffield WP (2017). Bacteria can proliferate in thawed cryoprecipitate stored at room temperature for longer than 4 h. Vox Sang.

[25] Haq I, Kumar S, Kumari V, Singh SK, Raj A (2016). Evaluation of bioremediation potentiality of ligninolytic *Serratia liquefaciens* for detoxification of pulp and paper mill effluent. J Hazard Mater.

[26] Ghosh S, Osman S, Vaishampayan P, Venkateswaran K (2010). Recurrent isolation of extremotolerant bacteria from the clean room where Phoenix spacecraft components were assembled. Astrobiology.

[27] Moissl C (2007). Molecular bacterial community analysis of clean rooms where spacecraft are assembled. FEMS Microbiol Ecol.

[28] Nicholson WL (2013). Complete Genome Sequence of *Serratia liquefaciens* Strain ATCC 27592. Genome Announc.

[29] Markowitz VM (2012). IMG: the integrated microbial genomes database and comparative analysis system. Nucleic Acids Research.

[30] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[31] Waters SM, Robles-Martínez JA, Nicholson WL (2014). Exposure of *Bacillus subtilis* to low pressure (5 kPa) induces several global regulons including the *sigB*-mediated General Stress Response. Appl Environ Microbiol.

[32] Landini P, Egli T, Wolf J, Lacour S (2014). sigmaS, a major player in the response to environmental stresses in *Escherichia coli:* role, regulation and mechanisms of promoter recognition. Environmental Microbiology Reports.

[33] Amrani A (2016). Deciphering the adaptation strategies of *Desulfovibrio piezophilus* to hydrostatic pressure through metabolic and transcriptional analyses. Environ Microbiol Rep.

[34] Vannier P, Michoud G, Oger P, Marteinsson V, Jebbar M (2015). Genome expression of *Thermococcus barophilus* and *Thermococcus kodakarensis* in response to different hydrostatic pressure conditions. Res Microbiol.

[35] Amrani A (2014). Transcriptomics reveal several gene expression patterns in the piezophile *Desulfovibrio hydrothermalis* in response to hydrostatic pressure. PLoS One.

[36] DeBiasse MB, Kelly MW (2016). Plastic and evolved responses to global change: what can we learn from comparative transcriptomics?. J Hered.

[37] Ming DW (2014). Volatile and organic compositions of sedimentary rocks in Yellowknife Bay, Gale crater, Mars. Science.

[38] Navarro-Gonzalez R, Vargas E, de la Rosa J, Raga AC, McKay CP (2010). Reanalysis of the Viking results suggests perchlorate and organics at midlatitudes on Mars. Journal of Geophysical Research-Planets.

[39] Glavin DP (2013). Evidence for perchlorates and the origin of chlorinated hydrocarbons detected by SAM at the Rocknest aeolian deposit in Gale Crater. Journal of Geophysical Research-Planets.

[40] Flynn GJ (1996). The delivery of organic matter from asteroids and comets to the early surface of Mars. Earth, Moon & Planets.

[41] Sephton MA (2002). Organic compounds in carbonaceous meteorites. Nat. Prod. Rep..

[42] Sephton MA, Botta O (2005). Recognizing life in the Solar System: guidance from meteoritic organic matter. Int. J. Astrobiol..

[43] Clemett SJ, Maechling CR, Zare RN, Swan PD, Walker RM (1993). Identification of complex aromatic molecules in individual interplanetary dust particles. Science.

[44] Gómez-Elvira J (2014). Curiosity’s rover environmental monitoring station: Overview of the first 100 sols. J. Geophys. Res. Planets.

[45] Hess SL, Ryan JA, Tillman JE, Henry RM, Leovy CB (1980). The annual cycle of pressure on Mars measured by Viking Landers 1 and 2. Geophys. Res. Letters.

[46] Mahaffy PR (2013). Abundance and isotopic composition of gases in the martian atmosphere from the Curiosity rover. Science.

[47] Haberle RM (2001). On the possibility of liquid water on present-day Mars. J. Geophys. Res..

[48] Lobitz B, Wood BL, Averner MM, McKay CP (2001). Use of spacecraft data to derive regions on Mars where liquid water would be stable. Proc Natl Acad Sci USA.

[49] Van Horn KG, Warren K, Baccaglini EJ (1997). Evaluation of the AnaeroPack system for growth of anaerobic bacteria. J. Clin. Microbiol..

[50] Nicholson, W. L. & Setlow, P. In *Molecular biological methods forBacillus*. (eds C. R. Harwood & S. M. Cutting) 391–450 (J. Wiley & Sons, 1990).

[51] Schroeder A (2006). The RIN: an RNA integrity number for assigning integrity values to RNA measurements. BMC Mol Biol.

[52] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[53] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[54] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[55] Law CW, Chen Y, Shi W, Smyth GK (2014). Voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol.

[56] Liu R (2015). Why weight? Modelling sample and observational level variability improves power in RNA-seq analyses. Nucleic Acids Res.

[57] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. Royal Statist. Soc. B.

[58] Götz S (2008). High-throughput functional annotation and data mining with the Blast2GO suite. Nucleic Acids Res.

[59] Wattam AR (2018). Assembly, annotation, and comparative genomics in PATRIC, the All Bacterial Bioinformatics Resource Center. Methods Mol Biol.

[60] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res.

[61] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K (2017). KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

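RNA of *S. liquefaciens* was sequenced from 3 replicates of each of 4 conditions. The authors trimmed the reads with fastx-trimmer, mapped them with bowtie2 to the chromosome, counted them with HTSeq and fitted limma with TMM factors, voom and eBayes. The deposited tables of comparisons give the authors' log2 fold changes and mean log2 CPM (counts per 1e6 reads), the authors' moderated t values as a score, and the deposited p-values, unadjusted and adjusted by the Benjamini-Hochberg method. They list only transcripts past a 4-fold change and an adjusted P of 0.01. B vs. D is listed in full only in the paper's Supplemental Table S3. The RIN values and the read depth per library were not analysed here.

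The tests planned before the deposited files were opened were to start from the counts of the 12 libraries. The 12 columns of per-library values in the deposited counts carry no name that pairs them with a condition or replicate, and conditions were not inferred from their order or their values, so these 12 columns were not used. The planned count tests, their replicate blocks, the principal component analysis, the distances between libraries and the set tests over all transcripts were therefore not run. The results here rest on the authors' fits, and no replicate values, standard deviations or splits of the libraries could be computed.

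From the tables, the standard error was computed as the log2 fold change divided by t, and the degrees of freedom from t and P. The number of tested transcripts was the one for which P times that number divided by the adjusted P came closest to whole ranks over transcripts with P of at least 0.0001, with a tolerance of 0.02 for a rank called whole. Confidence intervals of 95% used those degrees of freedom. A test against a 4-fold change used the same values. These steps were tested on simulated tables for A vs. D with 4978 transcripts and A vs. B with 4975. In each, 200 transcripts were given changes far past 4-fold, and the others random changes that were mostly under 4-fold. The number tested and the ranks were recovered with a difference of 0. In those simulations 99.0% and 100% of the 200 were listed. Changes set that large make this nearly certain, so it does not measure how many real changes the lists hold. Shared controls were simulated 1000 times from the standard errors. Fisher's exact tests were two-sided. Their background was the 4987 genes of the RefSeq annotation, since the names of the tested transcripts outside the lists are not known.

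Gene groups were matched by the words of product names, by RNA type, or by symbol, with patterns written before the deposited tables were opened. The product names and values in the paper's supplemental tables had been seen by then, so neither the groups nor the RpoS-dependent list are blind to them. Such words also match other genes, such as regulators of the AraC family in the carbohydrate group. Genes are named by a rule written at the same time, except that the planned requirement of no overlap between replicates could not be applied. It takes the 3 largest increases and decreases of each comparison, the 2 largest common genes of each group, the genes named in the paper's tables and the RpoS-dependent list. The rule also takes 3 common changes in each direction, ranked by the smallest of a transcript's values in the 3 comparisons. The alternatives were no minimum fold change, which was planned, and a log2 fold change over 3, an adjusted P under 0.001 and the test against a 4-fold change, which were added later. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.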

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

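The tests reported here were chosen after the result was seen. Condition A and Condition B share temperature and gas. Of the 7 transcripts listed as up in A vs. D and down in B vs. D, 4 are also listed in C vs. D, where they are up, and these 4 are described here. The log2 fold change of A vs. B, which tests that difference itself, is 7.48 for M495_RS15490, 6.83 for M495_RS15485, 6.48 for M495_RS15480 and 5.18 for M495_RS07275 in the authors' deposited table. The first 3 lie next to each other on the chromosome, so they count as fewer than 4 separate changes.

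A technical explanation to weigh is a value near the detection limit, where a few reads make a large fold change. It needs a low level in both conditions compared. The level in a condition was computed as the mean log2 CPM of a comparison plus or minus 0.5 of its log2 fold change, and set against the lowest 10% of such levels of the common transcripts in B and D, at 1.41. In Condition A, the lowest level of the 4 is 5.95, which argues against the detection limit for the rise from B to A. For the fall from D to B, the lowest level in D of M495_RS07275, M495_RS15485 and M495_RS15490 is 4.71, which argues against it for these 3, though M495_RS15485 in B is at 1.46, near the limit. M495_RS15480 is at 2.07 in D, within 2 standard errors of the limit, and at -0.51 in B. For its fall from D to B, the detection limit and a change in expression cannot be told apart, since no values per library were used. The difference in pressure between A and B comes with a difference in days of incubation and in number of plates, and the tables do not separate them. Reads shared with other copies of these genes were not tested.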

How the results depend on the processing

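The setting with no minimum fold change was planned. The other settings and their tests were chosen after the data were seen. No paired analysis was possible because the tables of comparisons hold no values per library, and the columns of the counts carry no replicate numbers. For the same reason the alternatives chosen beforehand on normalization, low-count filters, transcript classes, other fitting tools, single fits of all libraries, replicates left out, set tests and principal components were not run. The planned threshold of a log2 fold change over 1 with an adjusted P under 0.05 was not run, since the tables end at their own thresholds. What depth limits could not be examined without the counts.

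With an adjusted P under 0.01 and no minimum fold change, at least 1333 transcripts changed in A vs. D, 1097 in B vs. D, 1039 in C vs. D and 281 in A vs. B. A vs. D then exceeds B vs. D, while with the minimum it has 493 against 708. The order of the 2 comparisons depends on the minimum fold change and on the level of P. The share of transcripts with the larger change in B was 66.14% with a log2 fold change over 3 and 82.35% with an adjusted P under 0.001, against 70.1% in the main setting. A transcript had to pass the level of P in both comparisons, and errors were mostly larger in B vs. D. The level of P can thus itself raise this share, by an amount not computed here.

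With a log2 fold change over 3, A vs. D had 193 changed transcripts (71 up, 122 down), B vs. D 294 (62 and 232), C vs. D 124 (18 and 106) and A vs. B 87 (85 and 2). With an adjusted P under 0.001, A vs. D had 260 (112 and 148), B vs. D 259 (72 and 187), C vs. D 136 (51 and 85) and A vs. B 99 (98 and 1). Tested against a 4-fold change, A vs. D had 26 (13 and 13), C vs. D 8 (1 and 7) and A vs. B 26 (26 and 0). Fewer transcripts are listed by construction under each of these stricter settings. Transcripts common to A, B and C numbered 4 up and 52 down with a log2 fold change over 3, and 10 up and 53 down with an adjusted P under 0.001. Those found in A alone were 35 up and 16 down with a log2 fold change over 3, and 66 up and 39 down with an adjusted P under 0.001, against 75 and 37 in the main setting. The excess of up-regulated over down-regulated transcripts in A vs. B held in each of the 3 settings, and the excess of down-regulated over up-regulated transcripts held in B vs. D and C vs. D where it could be computed. In A vs. D it held in 2 of the 3, with equal numbers in the test against a 4-fold change.

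Among the common up-regulated transcripts, a log2 fold change over 3 left 0 genes each of ribosome biogenesis, aminoacyl-tRNA ligases and DNA repair. It left 2 tRNA genes and 2 non-coding RNA genes, against 2 and 3 in the main setting. An adjusted P under 0.001 left 0 genes each of ribosome biogenesis, tRNA and non-coding RNA, 1 aminoacyl-tRNA ligase and 2 genes of DNA repair. The common down-regulated ones held 3 and 2 ABC transporters, 2 and 2 flagellar genes and 1 and 7 transcription factors under these 2 settings in that order. Of 11 genes of phenylalanine metabolism they held 10 and 2. In A vs. D, the up-regulated transcripts held 0 and 1 purine genes, 1 and 3 amino acid genes and 10 and 10 carbohydrate genes. In A vs. B, 18 and 19 of the 24 carbohydrate genes and 3 and 3 RpoS-dependent genes were up. Sulfur transport genes down numbered 2 and 1, against 3 in the main setting. Fisher's exact test in A vs. B, which counts only the 14 RpoS-dependent genes matched by symbol, gave an unadjusted P of 0.0209 with a log2 fold change over 3 and 0.0276 with an adjusted P under 0.001, against 6.77e-05 in the main setting.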

Differences from the paper's values

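The comparisons here are of counts, without tests, and the group words were written after the paper's supplemental tables had been seen. Every count of changed transcripts and of common transcripts given in the paper's text has the same value here. That follows from counting the authors' own lists at their own thresholds, and is not an independent repeat from the reads or counts. In Fig. 2, the down-regulated transcripts of C alone and of B and C number 44 and 59, against 45 and 58 here, and the figure has 1 fewer in B alone than the 195 here, as 1 transcript counted as shared would give. The paper's shares, which set all listed transcripts against the paper's number of protein-coding genes, are 10.1% in A vs. D, 14.5% in B vs. D, 8.7% in C vs. D and 3.8% in A vs. B, and those of annotated protein-coding genes alone are 9.49%, 13.9%, 8.06% and 3.59%.

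The paper states that genes up-regulated under all of Conditions A, B and C include ABC and PTS transporters and ribosomes. By product name, the 34 common up-regulated transcripts hold none of these 3 groups. Counted per comparison in the authors' deposited tables and Table S3, ABC transporters are up in each of A, B and C vs. D (16, 8 and 9 genes, with 26, 41 and 16 down), PTS transporters in A and B only (10, 2 and 0, with 1, 5 and 3 down), and ribosomal proteins in B and C only (0, 4 and 13, with 0, 3 and 2 down). Of the other groups that the paper names as up, DNA repair and recombination has 4 common genes. The tRNA genes number 2, and ribosome biogenesis and aminoacyl-tRNA ligases have 1 each. The group of non-coding RNA genes has 3, which are the 2 tRNA genes and tadA, an enzyme matched by its product name. Per comparison, that group has 20, 5 and 15 up in A, B and C vs. D, with 1, 4 and 7 down. Product names are not KEGG assignments, which were not used here.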

Other observations

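The tests below were chosen after the results were seen, except that of gene length in A vs. D, which was written before its result. Of the transcripts higher in Condition A than in Condition B, those also lower in B than in D can be checked for a rise in Condition A. The median of A minus D over these 98 transcripts, from the authors' A vs. B and the paper's B vs. D, is -0.135 on the log2 scale, with 55 between -1 and 1. The members go both ways, with 16 above 1 and 27 below -1. They were chosen for being lower in B than in D, so lower expression in B is built into the choice. Their median of A minus B is 3.17. Each had to be more than 4-fold lower in B than in A and than in D, which favours a small A minus D. The median near 0 therefore cannot decide whether a rise over D is a source of the difference. As a set, the 98 are not higher in A than in D, and a rise in A stays open for the 16. Of the other 80 of the 178 transcripts, 37 are listed as up in A vs. D and 43 are listed in neither comparison. For the 7 RpoS-dependent genes higher in A than in B, all of them down in B vs. D, the highest value of A minus D is 0.60. This argues against a rise of more than 1 in A relative to D for these 7 genes, on a list written after Table S3 had been seen.

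Conditions A and B differ in pressure, and also in days of incubation (7 and 23) and plates per replicate (1 and 8). Of the 98 transcripts, 30 are also down and 9 are up in C vs. D, where pressure is that of Earth and the incubation took 7 days against 1. The effects of pressure and of days and plates cannot be told apart, because no comparison changes one alone between these 2 conditions.

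Among the carbohydrate genes up in A vs. B, 14 of 24 are also listed as up in C vs. D, where 0.717 would be expected by chance. The 24 genes form 11 runs of neighbours, so they are not independent. When the genes up in C vs. D were moved along the gene order by each of 4942 steps, which keeps neighbours together, the largest number was 10 (P 0.000202). Both conditions of that comparison are at 101.3 kPa, so this argues against a rise that needs low pressure, for the group as a whole. It does not exclude a part played by pressure in A. Whether the oxygen, temperature or time of growth of C matters was not tested.

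A uniform shift in scale between A and B, as an error of normalization would give, would move all transcripts the same way. The median of A minus B is -0.3433 over the 34 common up-regulated transcripts and 0.266 over the 156 common down-regulated ones, which argues against it as the cause of the 178 up against 6 down. Other normalization effects were not tested.

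Transcripts up in A vs. B lie next to each other on the chromosome more often than chance gives. Of 170 placed genes, 92 have a neighbour that is also up, and 1000 random placements gave a mean of 11.2 and at most 26. The genes form 109 runs, so 178 transcripts are fewer than 178 independent changes. Operons, and reads or counts shared between adjacent genes, are candidate explanations that were not separated.

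More transcripts pass a given adjusted P in A vs. D than in B vs. D. The median standard error over the 194 common transcripts is 0.3332 in A vs. D against 0.4457 in B vs. D, which is consistent with smaller errors in A vs. D as a contributor. It does not say why the errors differ, and a difference between replicates, in depth or in biology was not tested.

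The rise of tRNA genes in A and C may reflect short genes in general. The share of protein-coding genes up in A vs. D is 1.62% among those of at most 318 bases and 3.75% among the others (Fisher's exact test, P 0.0137), which argues against short genes in general rising there. In B vs. D it is 1.83% and 4.37% (P 0.00547, exact). In C vs. D it is 2.43% and 2.8% (P 0.772, exact), so no difference is shown there. A rise of short genes in general would need a higher share among the short ones. In C vs. D, 14 of 86 tRNA genes are up, against 12 of 493 short protein-coding genes. Whether length plays a part in C is not decided by this, since it only sets the tRNA genes against short protein-coding genes. These genes are longer than tRNA genes, so a loss or gain of much shorter RNA in library preparation stays open. Growth temperature is a biological difference that was not tested apart from the others.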
